A study of Amphidinium carterae with 22 samples. Its data were reported in "Abundant mRNA m1A modification in dinoflagellates: a new layer of gene regulation" (2024).

How the data were processed

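The series holds 22 libraries of the dinoflagellate Amphidinium carterae, grown at 23 °C in a cycle of 12 h light and 12 h dark, either in f/2 medium (the normal group) or in medium depleted of nitrogen (the N-depletion group). RNA-seq was made from 3 samples per condition, ribosome profiling (Ribo-seq, the sequencing of mRNA fragments protected by ribosomes) from 2 per condition, and m1A MeRIP (precipitation of RNA fragments with an antibody against N1-methyladenosine) with its input from 3 per condition each. Cells for Ribo-seq were treated with cycloheximide at 100 µg per ml for 8 min. The study describes the replicates as biological. The p-values of tests per gene measure the spread between these samples. Permutation p-values and bootstrap standard errors are taken over genes and do not measure that spread.

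The authors trimmed the reads, aligned them with STAR 2.7.10a to their own assembly Acart.genome.v1 and quantified genes with StringTie 2.1.7; the versions are those of the submitters' processing notes. For Ribo-seq the authors kept a window of short read lengths and discarded reads that mapped to rRNA. The deposited RNA-seq and Ribo-seq values are whole-number counts per gene, not normalized, for 41274 genes in each table. StringTie derives counts from coverage, so a count may not be exactly 1 read. The Ribo-seq table held 2 further columns that match no sample of the series, and these were not used in any step. The authors tested RNA-seq counts with DESeq2 and translation efficiency with RiboDiff. In the authors' deposited table of translation efficiency, the values per condition are a linear ratio of footprints to RNA, the change is a log2 value of N-depletion over normal, and each gene has a p-value and an adjusted p-value. Its ratio for the normal group follows RNA-seq replicates 1 and 2 rather than all 3, since its offset from the ratio computed here had an SD over genes of 0.00444 on the log2 scale with the former and 0.183 with the latter. MeRIP peaks were called by the authors with MACS2 2.2.7.1 on combined replicates and compared with DiffBind and edgeR. In the authors' deposited table of peaks, concentrations and folds are log2 values, with a p-value and FDR per peak. It gives no value per library, so no test of peaks was made here.

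The tests, samples, covariates, named-gene rule and most alternatives were fixed before the data were examined. RNA level and footprint level were each tested with edgeR 4.0.16 (quasi-likelihood test, TMM factors, low counts removed with filterByExpr) under R 4.3.3, two-sided, with Benjamini-Hochberg adjusted p under 0.05. The change in translation efficiency (TE, footprints relative to RNA) was the interaction of assay and condition in 1 edgeR model over the 10 RNA-seq and Ribo-seq libraries, with TMM factors within each assay and genes that passed the filter in both. A shift shared by all genes is removed by this scaling. Standard errors are the log2 change divided by the square root of its F statistic. DESeq2 1.42.0 and limma 3.58.1 (voom with quality weights by assay) were alternatives, with other scaling, other filters, a replicate block and each replicate left out.

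Genes were classed by the peaks of the authors' table: all peaks fallen, all peaks risen (fold above 1.5 with p under 0.05, the study's threshold), or peaks past no threshold; 366 genes with peaks of more than 1 of these kinds were in no class. Class medians were compared with 100000 permutations of gene labels, two-sided, in Python 3.11.15 with numpy 2.4.6, and their standard errors came from 200 bootstrap samples of genes; alternatives used 10000 permutations, and matched comparisons 1000 within bins. Set tests were limma's camera with a preset correlation of 0.01, camera with an estimated correlation, and fry, adjusted over the class lists and all chromosomes with at least 5 tested genes. TE per library was log2 of footprint CPM over RNA CPM with a pseudocount of 0.5 CPM, where CPM were per total counts; CPM given for named genes use library sizes scaled by TMM. A group at 0 counts was given a floor of 3 counts over the group, which covers counting error only and gives no bound where a gene was set to 0 for another reason.

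The files and the reference table of gene names do not pair these gene IDs with names, as no ID matched, so function-based lists could not be made; m1A classes and chromosomes were the gene lists. By the fixed rule the text names, per comparison, the 2 genes with the largest rise and the 2 with the largest fall among those with adjusted p under 0.05, no overlap between the libraries of the groups and an average log2 CPM of at least 2 in each assay of that comparison's fit (RNA-seq alone for RNA level, Ribo-seq alone for footprints, both for TE); for peaks, 2 in each direction by fold with FDR under 0.05 above the median concentration.

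The models were tested on simulated data with known changes, drawn from the real means, library sizes and dispersions. For RNA level edgeR recovered 71% of simulated 2-fold changes and 96.0% of 4-fold changes among 40383 genes, and called 16 of 40184 genes that were not changed. For footprint level it recovered 0% of 2-fold and 0% of 4-fold changes among 21528 genes and called 0 of 21353 genes that were not changed; DESeq2 recovered 10.3% of the 4-fold changes but called 363 of the unchanged genes. For TE it recovered 4.40% of 2-fold and 34.5% of 4-fold changes among 21451 genes, and called 648 of 21276 genes that were not changed. The adjusted p of the TE model was therefore not held at its nominal rate in the simulation, where the assays differ in spread. For TE, voom with weights by assay called 112 such genes but recovered only 2.20% of 2-fold and 1.19% of 4-fold changes. DESeq2 called 1752 such genes and recovered 22.0% and 64.3%.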

Results

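RNA-seq, Ribo-seq and m1A MeRIP were compared between Amphidinium carterae cells grown in normal medium and under N-depletion, to ask how mRNA level, ribosome footprints, translation efficiency (TE) and m1A peaks differ between the conditions. RNA-seq libraries held 23529974, 26817350 and 25517634 counts in the normal group. Under N-depletion they held 24043448, 27430970 and 26458938. Ribo-seq libraries were shallower and less even, with 1437113 and 4629512 counts in the normal group and 8385197 and 5181492 under N-depletion. RNA-seq normal replicate 3 stood apart from its group, with an SD of log2 deviations from the group mean of 0.31 against 0.21 and 0.20. With each count taken as 1 read, no pair of replicates was alike within sampling noise. As a count may not be exactly 1 read, this is not settled for the closest pair. The chi-square per degree of freedom was lowest between RNA-seq normal replicates 1 and 2, at 3.31.

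Many genes had no footprints. The share of the 41274 genes at 0 was 57.9% and 39.8% in the normal Ribo-seq libraries and 31.1% and 35.1% under N-depletion, while it was at most 0.761% in any RNA-seq library. Zeros were often not shared by replicates. Among 13251 genes with at least 50 footprints in normal replicate 2, 3690 had 0 in normal replicate 1. Of 1468 genes with 200 to 300 footprints in normal replicate 2, 302 had 0 in normal replicate 1, 1 had between 1 and 9, and 1165 had 10 or more with a median of 84.

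**Figure D1:**
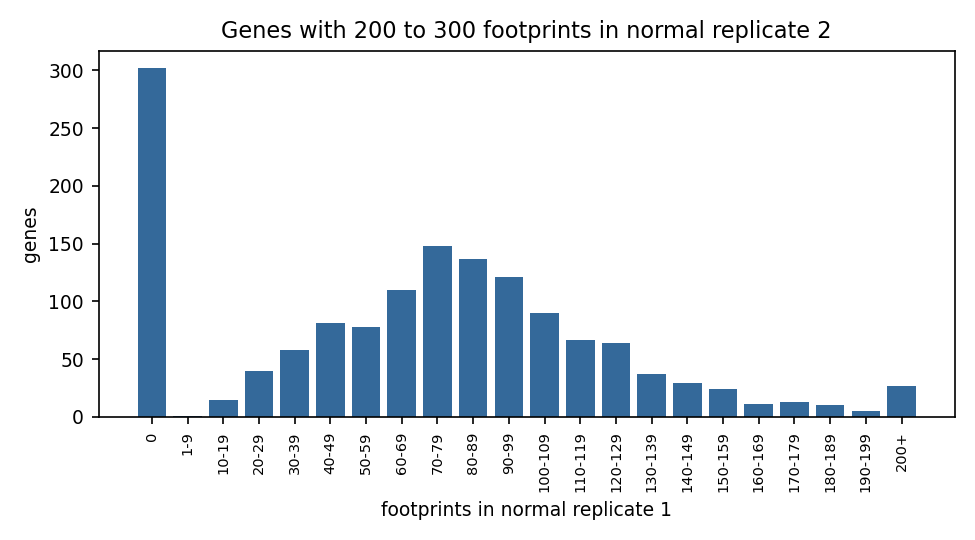
Number of genes (vertical axis) by their footprint count in normal Ribo-seq replicate 1 (horizontal axis, bins of 10 footprints except for 0, 1 to 9 and 200 or more), for the 1468 genes with 200 to 300 footprints in normal replicate 2. The bar at 0 holds 302 genes and the bar at 1 to 9 holds 1.

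Under N-depletion 4190 genes were higher and 3112 lower in RNA level among 40473 tested (edgeR, adjusted p under 0.05, n = 3 per group). Most changes were small, as 411 genes rose and 522 fell by more than 1 on the log2 scale. Acart20G0387 rose from 61.1 ± 9.29 to 289 ± 25.5 CPM (SD, n = 3), a log2 change of 2.24 (SE 0.14, edgeR adjusted p = 5.15e-05), while its footprints went from 384 and 417 CPM in the normal libraries to 99.3 and 85.7 under N-depletion (edgeR adjusted p = 0.0468), with a log2 TE change of -4.31 (SE 0.23, edgeR adjusted p = 1.74e-05). Acart07G0565 rose from 1.42 ± 0.264 to 6.84 ± 1.03 CPM (SD, n = 3), with a log2 change of 2.27 (SE 0.23, edgeR adjusted p = 0.000376). The largest falls were in Acart31G0618, from 17.9 ± 2.64 to 2.66 ± 0.149 CPM (SD, n = 3; edgeR adjusted p = 5.15e-05), and Acart17G0834, from 21.2 ± 6.20 to 3.32 ± 0.160 CPM (SD, n = 3; edgeR adjusted p = 0.000145). The balance of the calls depended on scaling: with total counts only, 2771 genes were higher and 4894 lower, and the median change of all genes moved from -0.01 to -0.12. Without normal replicate 2 the counts were 2554 and 1800, and without N-depletion replicate 1 they were 2522 and 1952. Without N-depletion replicate 2 they were 1281 and 839, and without replicate 3 they were 2272 and 1413.

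Footprint level was higher in 2278 genes and lower in 1088 among 23706 tested (edgeR, adjusted p under 0.05, n = 2 per group). At an unadjusted p under 0.05 there were 6795 genes. The 4 genes named next had the largest changes by the fixed rule, yet each had an edgeR adjusted p of 0.0468, close to the threshold. Acart12G0753 had 0 footprints in both normal libraries and 3657 and 1415 under N-depletion, at least 756-fold higher against a floor of 3 counts over the group. Acart15G0929 had 0 against 3025 and 1439, at least 665-fold higher. Acart30G0013 and Acart31G0235 had 762 and 2318, and 732 and 2078, footprints in the normal libraries and 0 in both N-depletion libraries, at least 2296-fold and 2095-fold lower. The floor covers counting error only, so these folds are no bound where a gene was set to 0 when counts were made. RNA level of these 4 genes was present in both conditions, for example 43.5 ± 4.85 and 59.0 ± 4.12 CPM (SD, n = 3) for Acart12G0753. Of the genes called higher, 1988 (87.3%) had 0 footprints in both libraries of a group, as did 125 (11.5%) of those called lower. These were also all the calls with any library at 0, while 39.9% of all genes tested for footprints had a library at 0. The footprint calls were lost under several settings. With total counts only edgeR called 0 genes (6701 at an unadjusted p under 0.05). It called 0 genes without normal replicate 1 (7983), N-depletion replicate 1 (2355) or N-depletion replicate 2 (2475), where the number in brackets is again at an unadjusted p under 0.05. Without normal replicate 2 it called 5640 higher and 733 lower, and the median log2 change of all genes moved from 0.32 to 1.20. DESeq2 on all libraries called 2816 and 2010, but in simulated libraries it called 363 of 21353 genes that were not changed, where edgeR called 0. There edgeR also recovered 0% of 4-fold changes, against 10.3% with DESeq2. The simulated genes were not set to 0 in a group, so this comparison does not bear on calls with a whole group at 0. In genes above the median of mean footprint level, a set chosen after seeing the data, edgeR called 957 higher and 956 lower. That mean runs over all Ribo-seq libraries, so genes with a group at 0 are left out more readily and the balance cannot be read from this set.

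RNA and footprint changes were only weakly related across the 23652 genes tested in both assays, with Pearson's r = 0.0341 and Spearman's rho = 0.094 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give; genes are not independent replicates). The SD of fitted log2 changes was 0.44 for RNA and 3.21 for footprints, and their covariance was 0.0481. For genes with a whole group at 0 the size of the fitted footprint change is set by the fit and not measured, so the footprint SD, the covariance and every Pearson's r with footprint or TE change depend on it, while the ranks behind rho do so less. Pearson's r changed sign without RNA-seq normal replicate 3, to -0.0227, and in genes above the median RNA level, to -0.0135. Spearman's rho kept its sign but fell to 0.0327 and 0.0338 in these settings.

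**Figure D2:**
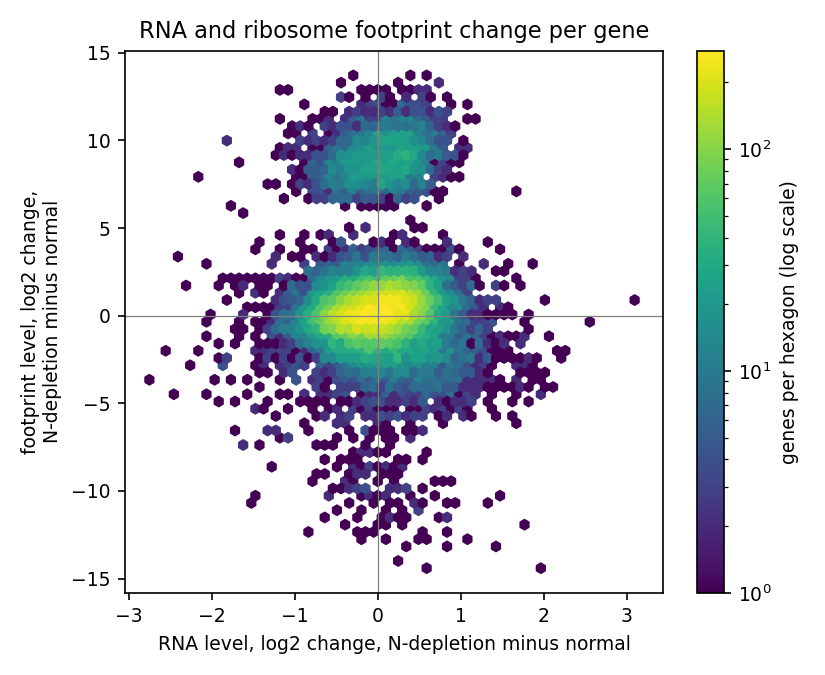
Log2 change under N-depletion in RNA level (horizontal axis) and footprint level (vertical axis) for each gene tested in both assays; colour gives genes per hexagon on a log scale. Of the 2476 genes tested for footprints with a log2 footprint change above 6, 2475 had 0 footprints in both normal libraries, and Pearson's r over all genes was 0.0341.

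TE was higher under N-depletion in 4610 genes and lower in 2700 among 23652 tested (edgeR interaction over 10 libraries, adjusted p under 0.05), of which 4329 and 2515 changed by more than 1 on the log2 scale. Acart01G1634 had 0 footprints in both normal libraries and 1924 and 1178 under N-depletion, at least 462-fold higher, while its RNA level went from 52.4 ± 3.29 to 22.9 ± 2.17 CPM (SD, n = 3). Acart23G0802 had 0 against 2413 and 1552 footprints, at least 591-fold higher, with RNA at 20.2 ± 3.23 and 14.5 ± 2.32 CPM (SD, n = 3). The limit of the floor given above holds for these folds too. The largest falls in TE were in Acart31G0235 and Acart30G0013, whose footprints are given above and whose RNA level was 54.7 ± 8.86 and 210 ± 19.4 CPM, and 60.2 ± 15 and 93.1 ± 9.09 CPM, in normal and N-depletion libraries (SD, n = 3). Of the TE calls, 2647 (57.4%) of those higher and 200 (7.41%) of those lower had a Ribo-seq library at 0. Among all genes tested for TE this share was 40.0%. In simulated libraries the interaction model called 648 of 21276 genes that were not changed, so the adjusted p is not held at its nominal rate. It fits 1 spread per gene over both assays, with a common biological coefficient of variation of 0.351. Fitted alone, RNA level had 0.154 and footprint level 0.872, so TE p-values and standard errors can understate the Ribo-seq spread. In genes above the median of mean footprint level, a set chosen after seeing the data and with the limit given for footprints, 2382 were higher and 2032 lower. Without Ribo-seq normal replicate 1 the counts were 6094 and 4413, without normal replicate 2 they were 9447 and 2554, and without N-depletion replicate 2 they were 6627 and 4103. The median log2 TE change moved from 0.37 to 0.67 with total counts only and to 1.24 without Ribo-seq normal replicate 2.

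The authors' deposited table of translation efficiency listed 5504 genes as higher and 4969 as lower at adjusted p under 0.05, and 4598 and 4123 with a log2 change above 1 in size, among 29011 genes with a p-value. Among 23652 genes in both, 4466 of the genes called higher and 2655 of those called lower by the interaction model were shared with the authors' deposited table, against 1039 and 455 for independent lists. Both rest on the same libraries, so this overlap is not independent evidence.

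The authors' deposited table of peaks held 9873 m1A peaks in 8767 genes, with a median width of 128 bases. At the study's threshold 942 peaks had risen and 1893 had fallen under N-depletion, and at FDR under 0.05 these were 360 and 767. In the authors' deposited table the strongest rises were at a peak in Acart43G0004 (Acart.genome.v1, chromosome 43, 104610 to 104814) with a log2 concentration of 10.37 under N-depletion and listed at 0 in normal cells. The next in the authors' deposited table was a peak in Acart04G0460 (chromosome 4, 11928784 to 11929082) with 8.87 and listed at 0. The strongest falls in the authors' deposited table were at a peak in Acart03G0112 (chromosome 3, 2765728 to 2765850), at 8.54 in normal cells and listed at 0 under N-depletion, and at a peak in Acart28G0605 (chromosome 28, 14856062 to 14856190), at 7.92 and listed at 0. Which part of each gene these peaks lie in was not analysed here.

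RNA level moved with the peaks. Reads in a peak depend on mRNA abundance, and the authors' folds were used as given, with no correction for RNA change. Risen and fallen therefore describe the peak signal and not the share of an mRNA that is methylated. The median log2 RNA change was -0.22 in 1558 genes whose peaks fell, 0.48 in 757 genes whose peaks rose and 0.16 in 6046 genes with peaks past no threshold. The differences from the last were -0.37 (SE 0.01) and 0.33 (SE 0.01; permutation p = 1e-05 for each, the smallest possible). Of genes with fallen peaks 29 rose and 402 fell in RNA level, and of genes with risen peaks 354 rose and 9 fell. Adjusted over the list alone these were 43 and 466, and 459 and 12. The set test gave adjusted p = 6.99e-11 for fallen and 1.45e-32 for risen peaks (camera, limma, over 75 lists). With an estimated correlation camera gave adjusted p = 0.74 for each (unadjusted p = 0.0211 and 0.0542). By fry, which does not compare with other genes, the adjusted p was 0.0182 and 0.0236. Across 8722 genes the log2 peak fold was related to RNA change, with Pearson's r = 0.324 and Spearman's rho = 0.559 (permutation p = 1e-05 for each; BH adjusted 2e-05 and 1.33e-05 over 4 relations; genes are not independent replicates).

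The TE change was lower in genes whose peaks rose. Their median log2 TE change was -0.07 in 522 genes against 0.43 in 4059 genes with peaks past no threshold, a difference of -0.49 (SE 0.09, permutation p = 1e-05). Of these 104 rose and 124 fell. Genes whose peaks fell had a median of 0.45 in 1118 genes, a difference of 0.02 (SE 0.06, permutation p = 0.755), and 287 of them rose and 126 fell. With the authors' translation efficiency values, in 1565 such genes, that difference was 0.12 (SE 0.04, permutation p = 0.0028). Its sign turned in 7 of 17 alternatives. Matched on RNA change, the differences were -0.26 for risen (SE 0.15, permutation p = 0.019) and -0.22 for fallen peaks (SE 0.10, permutation p = 0.011). Without Ribo-seq normal replicate 1 that for risen peaks was -0.28 (permutation p = 0.0018). The set tests did not pass (camera adjusted p = 0.075 for risen and 0.986 for fallen peaks; adjusted p = 0.999 for each with an estimated correlation). Median footprint change was 0.25 in genes with fallen, 0.42 with risen and 0.60 with peaks past no threshold. The differences were -0.35 (SE 0.07, permutation p = 1e-05) and -0.18 (SE 0.08, permutation p = 0.0295), while camera gave adjusted p = 0.985 for both classes. Peak fold was barely related to footprint change across 5913 genes (Spearman's rho = 0.0354, permutation p = 0.00655, BH adjusted 0.00655). Pearson's r was -0.0109 (permutation p = 0.402, BH adjusted 0.402). With TE change across 5912 genes rho was -0.0773 (permutation p = 1e-05, BH adjusted 1.33e-05) and r was -0.0406 (permutation p = 0.00212, BH adjusted 0.00283).

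**Figure D3:**
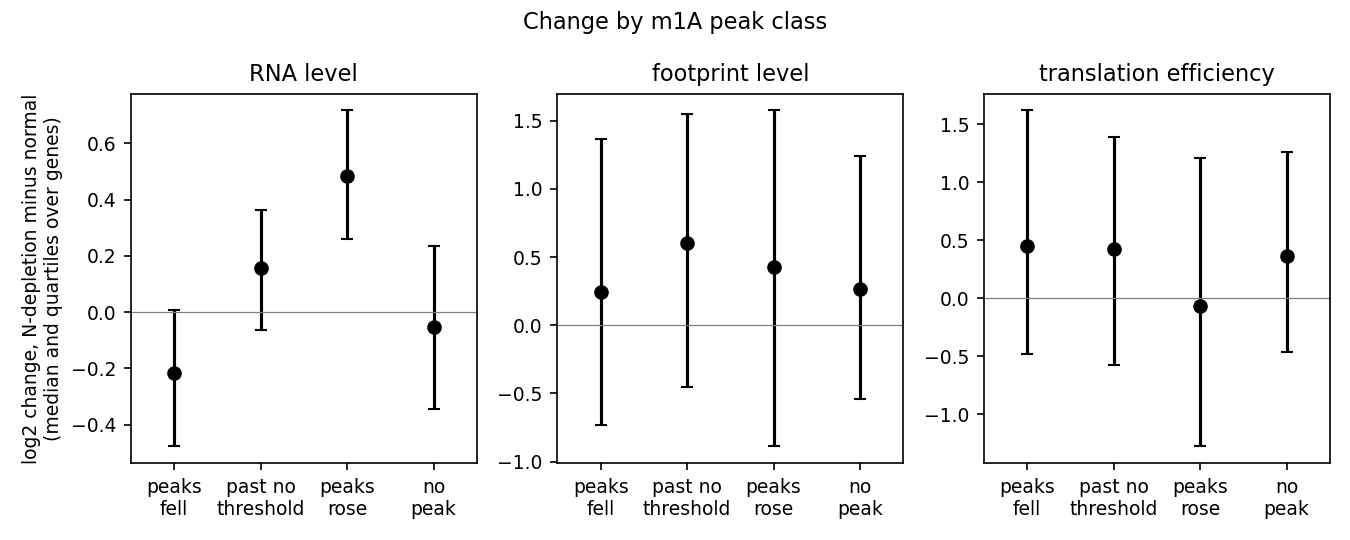
Median (points) and quartiles (bars) over genes of the log2 change under N-depletion in RNA level, footprint level and translation efficiency, for genes whose m1A peaks fell, passed no threshold or rose and for genes without a peak; each panel has its own vertical scale. Median RNA change goes from -0.22 with fallen to 0.48 with risen peaks, and median TE change is -0.07 with risen peaks.

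Genes with an m1A peak in the authors' deposited table had more RNA and lower TE than genes without a peak there. That table holds compared peaks and may be a part of all peaks called, so genes counted as without a peak may include genes with one. The median log2 RNA level was 4.82 in 8722 genes with a peak and 3.46 in 31751 genes without in normal cells, and 4.88 and 3.32 under N-depletion. The differences were 1.36 (SE 0.02) and 1.56 (SE 0.02; permutation p = 1e-05 for each), in the same direction in all 6 libraries. TE was compared over fewer genes, the 5912 with and 17740 without a peak that were tested for TE. Their median log2 TE was -1.71 against -1.07 in normal cells and -0.43 against 0.04 under N-depletion. The differences were -0.65 (SE 0.05) and -0.47 (SE 0.03, permutation p = 1e-05 for each), and TE was lower with a peak in all 4 libraries. At 0 footprints TE is set by the pseudocount and the RNA level, so a gene with more RNA gets a lower value. Of genes tested for TE, 40.0% had a Ribo-seq library at 0, and the TE difference was not computed without them. In normal replicates 1 and 2 taken singly the difference was -0.57 and -0.43, each smaller in size than that of their mean. For N-depletion replicates 1 and 2 it was -0.46 and -0.48. When genes were matched on the RNA level of replicate 3 alone, with TE from RNA-seq replicates 1 and 2, the TE difference was -0.60 (SE 0.07) in normal cells but 0.03 (SE 0.03) under N-depletion. Normal replicate 3 is the library that stood apart from its group.

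**Figure D4:**
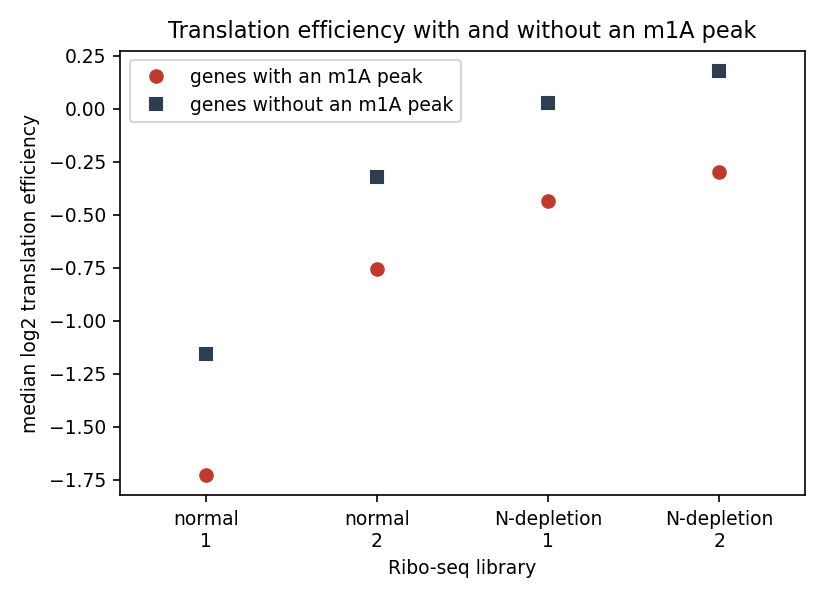
Median log2 translation efficiency (vertical axis) over the 5912 genes with (circles) and 17740 without (squares) an m1A peak that were tested for TE, in each Ribo-seq library. Genes with a peak lie lower in each of the 4 libraries, at -1.73 against -1.16 in normal replicate 1 and -0.75 against -0.32 in normal replicate 2. Under N-depletion they lie at -0.43 against 0.03 in replicate 1 and -0.30 against 0.18 in replicate 2.

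The share of genes called differed between chromosomes. Among chromosomes with at least 100 tested genes, the share of genes called in RNA level ran from 9.77% on chromosome 40 to 23.0% on chromosome 42, with 18.1% over all. The chi-square over 72 sequences was 173, against a median of 132 when the calls were rotated along gene order, which keeps neighbours together (permutation p = 0.015). This test was chosen after seeing the data; it gave permutation p = 0.061 for footprint calls and permutation p = 0.026 for TE calls. Chromosome 40 was also lowest for footprint calls (8.50%) and TE calls (21.2%). As gene lists, none of the 72 sequences passed in RNA level (lowest camera adjusted p = 0.148). An unplaced sequence with 12 genes passed in footprints, with a median log2 change of -1.79 (camera adjusted p = 0.00128), and in TE, with a median of -1.93 (camera adjusted p = 0.0427). Neither held with an estimated correlation (adjusted p = 0.989 and 0.999). By edgeR 0 of its genes were called in footprints and 8 in TE. Genes with an m1A peak as a list were higher in RNA level (1576 rose and 649 fell of 8722, camera adjusted p = 0.0122), which did not hold with an estimated correlation (adjusted p = 0.74).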

Values the study reported

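The study reported 160 differentially expressed genes under N-depletion, 107 of them up and 53 down. It reported higher translation efficiency for 1469 genes and lower for 3037. In normal cells it described 13481 m1A peaks in 10794 genes, and under N-depletion 10569 peaks in 8854 genes. Among genes that also had single-base sites, 184 regions in 171 genes had gained and 599 regions in 533 genes had lost methylation.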

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

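The filter on genes with footprints in every library and the filter on genes above the median of mean footprint level were chosen after seeing the data; the first was run before it was written down, and it is decided in part by the change itself, as it mostly leaves out genes at 0 in normal cells: 1988 of the genes called higher and 125 of those called lower in footprints had a whole group at 0, and 2468 and 140 in TE. Its counts therefore say nothing on the balance of rises and falls. The mean footprint level runs over all Ribo-seq libraries, so the second filter leaves out genes with a group at 0 more readily. The counts of the second filter are no measure of that balance either. The other settings were planned. Per-library alternatives for peaks were not run, because the peak table gives no value per library.

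Where leaving out a Ribo-seq library left 1 in its group, that library was assumed to vary like the other group. With each replicate left out in turn, genes higher and lower ranged from 1281 to 5231 and 839 to 3651 for RNA level, 0 to 5640 and 0 to 733 for footprints, and 3915 to 9447 and 2197 to 4413 for TE. With total counts only, 2771 genes were higher and 4894 lower in RNA level and 0 in footprints; without a filter, edgeR also called 0 genes in footprints (6677 at an unadjusted p under 0.05), where DESeq2 with the filter called 2010 lower. Above the median of mean footprint level, with the limit above, 957 genes were higher and 956 lower in footprints, and 2382 and 2032 in TE. In genes with footprints in every library, with the limit above, 2044 were higher and 2428 lower in footprints and 2538 and 2839 in TE. Limma voom with weights by assay gave 3079 genes higher and 1565 lower in TE, and in that set 1573 and 2281. With the replicate block 1834 genes were higher and 1091 lower in RNA level and 0 in footprints (3283 at an unadjusted p under 0.05). Deviations of same-numbered RNA-seq libraries correlated at -0.252, 0.245 and -0.271, and those of Ribo-seq libraries at -0.0387. Libraries with different numbers were not compared, so these values neither show nor exclude that the numbers pair the samples. The cause of these shifts was not tested, apart from fewer genes or libraries tested.

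Peaks risen and fallen were 360 and 767 at FDR under 0.05, 282 and 588 with a fold above 2 as well, and 531 and 1118 above the median concentration; fewer peaks can pass these. The TE difference of genes with risen peaks kept its sign and its side of the threshold in every alternative run (-0.60 to -0.28 with a replicate left out). For fallen peaks it was 0.12 and past the threshold in the authors' table, -0.0287 above the median of mean footprint level, and -0.133 to 0.0474 with a replicate left out; fry gave adjusted p = 0.00345 for that class in TE, and 0.347 in the opposite direction for both classes in footprints, since it does not compare with other genes. With an estimated correlation the RNA set tests gave adjusted p = 0.74. TE by peak presence moved to 0.0301 under N-depletion when matched on the RNA level of replicate 3. Above the median RNA level, rho of peak fold and footprint change was 0.0212 and no longer passed, and r of RNA and footprint change was -0.0135; that r ranged from -0.0227 to 0.061 with a replicate left out. The named genes kept direction and call in all 58 gene-by-setting values for RNA level and all 76 for TE; for footprints 20 kept both and 24 lost the call. RNA-seq replicates 1 and 2 thinned to the Ribo-seq depth, on genes tested in Ribo-seq, still gave 2891 genes higher and 2093 lower. The biological coefficient of variation was 0.0878 there, against 0.872 for footprints over all tested genes. For footprints it was 0.271 in genes with footprints in every library, with the limit of that set given above.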

Other observations

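The test of counting error was chosen after its result had been seen, and the set of genes with footprints in every library was chosen after seeing the data; the other tests below were written down before their results. The readings of the TE splits and of the test of genes at 0 for risen peaks were changed after their results were seen: the rules written before them were met and would have excluded chance and genes at 0, and both are now left open. The thresholds behind the quoted counts of genes changed in expression or translation efficiency were not found in the text used here, the quoted changed regions were limited to genes with single-base sites, and the quoted peaks were called per condition, so none of these is set against the counts above.

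Footprint counts were often 0 in a library and high in its replicate, and most genes called higher in footprints had a whole group at 0. Over both conditions there were 6483 cases of a gene at 0 in a library and at 50 or more in its replicate, where Poisson counting at these depths gives 8.77e-05, which argues against counting error. A candidate explanation is that genes were set to 0 when counts were made: among genes with 200 to 300 footprints in normal replicate 2, genes at 0 in replicate 1 were 302 times as many as genes at 1 to 9, a gap that a smooth spread of levels would not leave, though the counting step was not rerun. At equal depth, genes at 0 in a library and at 20 or more in another were 1.65 times as many between conditions (mean 3732) as within them (mean 2266), between the bounds set for and against N-depletion. They were 4757 and 4921 between normal replicate 1 and the N-depletion libraries but 2584 and 2666 for normal replicate 2. Within conditions they were 3166 between the normal libraries and 1366 between the N-depletion libraries. A part of the zeros that follows the condition therefore stays open.

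The lower TE change in genes with risen peaks has a pair of technical explanations. Genes at 0 stay open: the difference was -0.47 (SE 0.09) in genes with footprints in every library, but the change decides in part which genes that set holds. The RNA denominator stays open as well: matched on RNA change the difference shrank from -0.49 to -0.26 (SE 0.15), and genes with fallen peaks, matched in the same way, were also lower, by -0.22 (SE 0.10). Given RNA change, the partial Spearman correlation of peak fold and footprint change was -0.023 over 5912 genes (SE 0.013, with genes taken as independent). This met the bound set against a rise of m1A that lowers footprints across genes. However, RNA change itself had a rho of only 0.094 with footprint change. The test could therefore miss such an effect and cannot decide it. An effect limited to a few genes was not tested.

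Genes next to each other in ID order changed together in RNA level, with a Spearman correlation of 0.148 over 39607 neighbour pairs. Shifts of whole chromosomes are argued against, since gene order permuted within chromosomes gave a mean of 0.00484 and at most 0.02 in 1000 permutations. Reads running from a gene into the next could not be decided, as the correlation on the same strand minus that on opposite strands was -0.0132 (SE 0.082) with only 164 pairs on opposite strands. Contrasts of 2 replicates of the same condition had a mean neighbour correlation of 0.0728 against 0.128 for 1 library per condition, so part of the pattern is present without N-depletion. For the rest, N-depletion and a standing link between neighbours cannot be told apart, as the value lies between the bounds set.

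Other splits of the libraries bear on the counts of calls. For RNA level the real split called 7302 genes and the highest of the other splits called 1; the 1 real split among 10 is too few for a share under 0.05. For TE, 2 of 60 splits within the assays gave as many genes as the real 7310, the other being the real split with the Ribo-seq conditions exchanged, with 8246. The 20 splits that kept the Ribo-seq conditions apart all called at least 5825 genes and the other 40 at most 946, so the count followed the Ribo-seq libraries, which have 3 distinct splits, too few for a share under 0.05.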
